A study of Mus musculus with 2 samples. Its data were reported in "gp130/STAT3 signaling is required for homeostatic proliferation and anabolism in postnatal growth plate and articular chondrocytes" (2022).

How the data were processed

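The cells came from the knees of female mice aged 1 month, with 1 pool per genotype. Flow sorting was used to deplete dead, blood and endothelial cells before droplet 3′ sequencing. The authors processed reads in Partek Flow, with alignment to mm10 by STAR, removal of duplicate UMIs (unique molecular identifiers) and counting on a Gencode annotation, called cells from a knee plot and removed ambient RNA with SoupX. Their methods name limits on mitochondrial counts and on total counts, which were tested on the files. No cell exceeded the limit of 24000 counts, but 694 control and 492 mutant cells were above 5% mitochondrial, so the tables are not limited to cells within the mitochondrial limit. They hold slightly fewer cells than the study states, and the step of its processing they come from is not known. All cells in the tables were used, and the limits were tried as an alternative.

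Each deposited table has a row per cell, with 9 description columns and 32245 gene columns. The deposited gene values are log2(CPM + 1) per cell, where CPM is relative to the ambient-corrected total of that cell. The total count per cell is an estimated count deposited by the authors, not whole after ambient removal. Mitochondrial and ribosomal shares are given by the authors as a percent of that total. The number of expressed genes is deposited as a score per cell and equals the number of gene columns above 0. A text column marks the cells the authors selected. Estimated UMIs were recovered as (2^value - 1) times the cell's total over 1000000. Of the values above 0, 74.9% in the control and 97.3% in the mutant library lay within 0.1 of a whole number. Because these are not whole counts, no Poisson model or count test was used. Values were rounded to whole numbers only for thinning and for doublet calling.

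Groups were taken from the genotype labels, with 1 library per group, so every comparison describes these 2 libraries. Estimated UMIs of the chosen cells were summed per library and divided by their sum to give CPM, and log2((mutant CPM + 1)/(control CPM + 1)) was computed. The total was 23576417 estimated UMIs in the control and 7452649 in the mutant library, and 5416549 and 3076545 in the Sox9+Col2a1+ cells. A gene list was described by its median log2 ratio and that median's percentile among 10000 random lists of the same size, drawn from 20 bins of mean expression. The hypertrophic and proliferative sets are those of the study's methods. The S-phase, G2/M, cartilage matrix and STAT3 target lists, as well as lists for the pathway, dissociation stress, osteoblasts, erythroid cells and neutrophils, the markers of cell types, the rule for named genes and the way to treat values that are not whole were set before the data were examined. The erythroid list and markers were shortened after the data were seen, to the 4 globin genes and Alas2. Genes named in the text were Stat3, the genes of the 2 sets, Acan, Il6st, Lifr, Osmr and Socs3, Sox9 and Col2a1 over all cells, and the 5 highest and 5 lowest log2 ratios among genes above 0 in at least 10% of Sox9+Col2a1+ cells of either library with a mean of at least 100 CPM. Genes outside this rule were chosen after their values were seen. Coordinates are those of Gencode M21 on GRCm38, the same assembly as mm10 but another annotation release than the authors used.

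For clustering, values were scaled to 10000 per cell and log-transformed, and 2000 variable genes scaled to unit variance gave 30 principal components (scanpy 1.11.5, scikit-learn 1.9.0, python-igraph 0.11.9). All cells were clustered with Leiden at resolution 1 on 15 neighbours, and Sox9+Col2a1+ cells with k-means, k = 6 and 50 starts, both with seed 1. A cluster was named from the markers if at least 3 of a type were above 0 in 10% of its cells and 2-fold above the other cells. Chosen after the data were seen, a cluster stayed unnamed if its 10 leading genes held more markers of another type, and the chondrocyte-like class also required 3 general chondrocyte markers. Erythroid-like clusters were those named from the erythroid markers by the same rule. Doublets were called with Scrublet in each library at an expected rate of 0.05, which marked 71 control and 3 mutant cells. They were kept in the main results and left out as an alternative. The mutant rate, 0.224%, leaves it open whether the caller worked in that library.

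The ratio and list calculations were tested on simulated data. Poisson counts of the summed cells were drawn from the control profile for 17879 genes in this comparison, with 200 genes of at least 100 CPM changed 2-fold. There was no spread between cells and no ambient RNA, so the simulation tests the calculation only. It does not cover genes under 100 CPM or genes carried by few cells. All were recovered in the right direction (100%) and within 0.5 on the log2 scale (100%), and a list of 15 doubled genes had a percentile of 100, against 47.8 for an unchanged list. Alternatives to the main choices were the weighting of cells, the scaling, the pseudocount (0.1 and 10 CPM), the definition of the cells, cell filters, doublets, depth, the summary of a list, an enrichment score on the signal-to-noise ratio over cells, and the clustering settings. Further alternatives, chosen after the data were seen, used the cells with the deposited mark, left out osteoblast-like clusters, or changed the denominator of shares. Sox9+Col2a1+ cells were thinned to 1998 UMIs, which left out 96 control and 33 mutant cells, and all cells to 1042 UMIs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 were used.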

Results

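Single-cell RNA sequencing was performed on cells of the knee joint of female mice at 1 month of age. There were 2 libraries, 1 per genotype. The control library came from Stat3fl/fl mice, in which both copies of Stat3 carry loxP sites but no Cre is present. The mutant library came from Acan-Cre;Stat3fl/fl mice, in which Cre driven from the aggrecan gene Acan is meant to delete Stat3 in chondrocytes, the cells of cartilage. Each library was a pool of several mice, so the spread between animals is not measured and no difference below has a replicate check. No test was made, and intervals on shares of cells are exact (Clopper-Pearson) 95% binomial intervals that cover counting error only. The control library held 4903 cells with a median of 4344 estimated UMIs and 1789 genes per cell. The mutant library held 1340 cells with a median of 3743 estimated UMIs and 1512 genes. Cells with at most 5% mitochondrial counts numbered 4209 and 848, respectively, and no cell exceeded 24000 counts. Cells above 5% mitochondrial made up 14.2% of the control library (13.2% to 15.2%) and 36.7% of the mutant library (34.1% to 39.4%). The X-linked transcript Xist was at 873 CPM (counts per 1000000) in the control and 772 CPM in the mutant library, and the Y-linked gene Ddx3y was at 0 in both.

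The first comparison asked whether the targeted gene was reduced. Stat3 (ENSMUSG00000004040) lies on chromosome 11, from 100885098 to 100939540 on the minus strand of GRCm38 in the Gencode M21 annotation. In cells with a value above 0 for both Sox9 and Col2a1, the genes on which the study's methods select chondrocytes, Stat3 was at 143 CPM in the control and 104 CPM in the mutant library. This is a log2 ratio of -0.46, from about 774 and 320 estimated UMIs. The authors marked only part of these control cells, as described below. In the marked cells Stat3 was at 142 and 103 CPM (-0.45). Counting from the 3′ end of the transcript does not show whether the floxed exons were present in these molecules. The median log2 ratio of the 6983 genes with at least 10 CPM in both libraries was -0.19 in these cells, and relative to this shift Stat3 changed by -0.27. Requiring at least 2 UMIs of Sox9 and of Col2a1 moved the Stat3 ratio most, to -0.66. Over all cells the direction was opposite, with 68.9 CPM in the control and 120.1 CPM in the mutant library. Over the cells outside erythroid-like clusters, described below, Stat3 was at 93.1 and 121 CPM.

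The second comparison asked how many chondrocytes each library held. Both genes were above 0 in 1013 of 4903 control cells (20.7%, 19.5% to 21.8%) and in 335 of 1340 mutant cells (25%, 22.7% to 27.4%), a difference of 4.34 percentage points. After every cell was thinned to 1042 UMIs, which left out 380 control and 226 mutant cells, the shares were 11.6% and 13.6%, a difference of 1.93 points with a 95% interval from -0.259 to 4.27 points, which includes 0. The direction depended on the denominator and on the selecting genes. The alternative that moved the difference most, cells without a globin UMI over all such cells, gave -15.0 points. It left out 75.7% of all control cells but 50.5% of control Sox9+Col2a1+ cells, against 8.43% and 0.896% in the mutant library. Col2a1 with Acan as the selecting genes gave -1.28 points (-3.87 to 1.41, which includes 0). Acan was above 0 in 91.6% of control but 76.1% of mutant Sox9+Col2a1+ cells, so this selection may itself depend on genotype. Outside erythroid-like clusters the share was 27.1% (25.7% to 28.6%) in the control and 25.1% (22.8% to 27.5%) in the mutant library, a difference of -1.99 points whose 95% interval, from -4.72 to 0.811 points, includes 0. This denominator still held an unnamed cluster of 578 control cells and 1 mutant cell, 98.4% of them with a globin value above 0. Only 1 of them, a control cell, was above 0 for both genes, so the cluster lowers the control share. The share was not recomputed without it. Background was read from erythroid-like clusters, which should lack both genes: 0.255% of 1177 such control cells, with a median of 5310.5 UMIs, were above 0 for both. Sox9 was above 0 in 0.340% and Col2a1 in 6.71% of them. Since the mutant library held few such cells, fibroblast-like clusters were also read, in which 5.14% of control and 7.14% of mutant cells were above 0 for both genes, at medians of 3158 and 4320 UMIs. The levels were higher in muscle-like cells, where both genes were above 0 in 10.3% of 58 control and 18.5% of 27 mutant cells, at medians of 2492 and 1804 UMIs, and Col2a1 alone in 50% and 59.3%. In mural-like cells Col2a1 was above 0 in 53.0% of control and 41.3% of mutant cells, at medians of 1911 and 3919 UMIs. The selected cells had a median of 4975 UMIs in the control and 8521 UMIs in the mutant library. Over all cells, Sox9 was at 216 CPM in the control and 443 CPM in the mutant library, and Col2a1 at 10051 and 13694 CPM.

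The deposited mark on selected cells was present on 501 control and 332 mutant cells. All of them were above 0 for Sox9 and Col2a1, and none had a value above 0 for the globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. The 512 control and 3 mutant cells with both chondrocyte genes but no mark all had a globin value above 0. A globin value was thus present in 50.5% of the control cells with both genes (47.4% to 53.7%) and in 0.896% of the mutant ones (0.185% to 2.59%).

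Clustering of all cells was used to ask which other cells were captured after sorting against blood and endothelial cells. Of 22 clusters, 3 were chondrocyte-like and held 1019 control cells (20.8%, 19.7% to 21.9%) and 274 mutant cells (20.4%, 18.3% to 22.7%), so the shares differed by less than the counting error. These clusters held 82.8% (80.4% to 85.1%) of control but 71.9% (66.8% to 76.7%) of mutant Sox9+Col2a1+ cells. The mix of cells in comparisons of Sox9+Col2a1+ cells thus differed by library. A further cluster, with Prg4 among its leading genes, carried articular chondrocyte markers but had Col2a1 above 0 in only 8.67% of its cells. It was kept out of the class after its values were seen, and held 4.89% of control and 4.48% of mutant cells. Erythroid-like clusters held 1177 control cells (24.0%, 22.8% to 25.2%) and 6 mutant cells (0.448%, 0.164% to 0.972%). With 1 library per group, a cluster mostly of 1 library may be that library, not a type. With these clusters left out of both libraries, the chondrocyte-like share was 27.3% (25.9% to 28.8%) in the control and 20.5% (18.4% to 22.8%) in the mutant library. Fibroblast-like cells made up 7.55% of control and 17.8% of mutant cells, osteoblast-like cells 4.55% and 11.04%, and marrow stromal cell-like cells 3.06% and 8.88%. Unnamed clusters, with a median of 3849 UMIs in the control and 1062 UMIs in the mutant library, held 24.0% and 25.3%. Among them was a cluster of 578 control cells and 1 mutant cell, of which 98.4% had a globin value above 0. It stayed in the denominator of the shares outside erythroid-like clusters and so lowers those of the control.

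**Figure D1:**
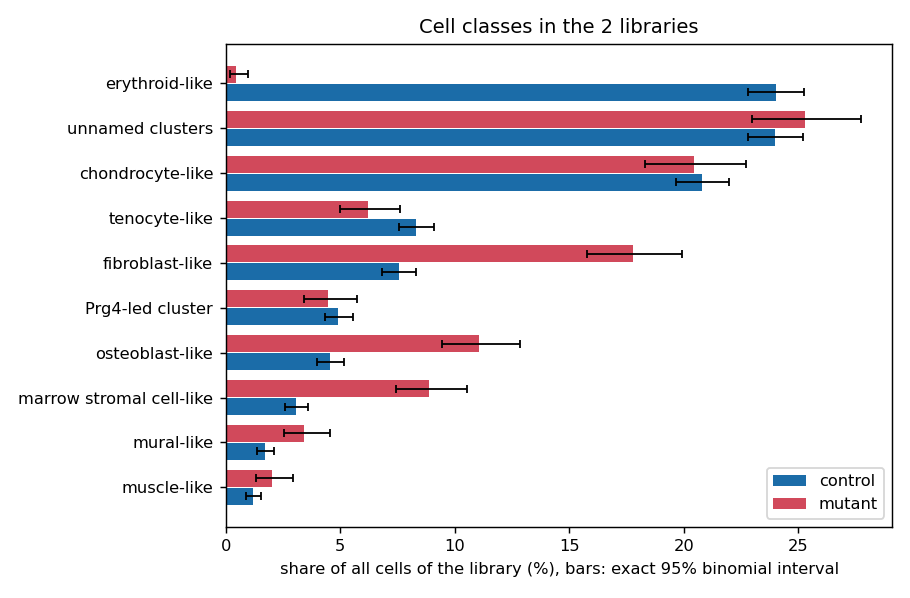
Horizontal bars give the share of all cells of each library (%) in each class of clusters, for the control and the mutant library, with exact 95% binomial intervals that cover counting error only. The erythroid-like class held 24.0% of control and 0.448% of mutant cells, while the chondrocyte-like class held 20.8% and 20.4%.

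The third comparison concerned the hypertrophic gene set, 15 genes of maturing chondrocytes. In Sox9+Col2a1+ cells their median log2 ratio was 0.75, above all 10000 random lists matched on expression, whose central 95% ran from -0.48 to 0.17. Of the 15 genes, 14 were higher in the mutant library, and only Mef2c was lower (153 and 147 CPM). The cells of chondrocyte-like clusters moved the median most, to 0.40, at percentile 99.94, with 11 genes higher and 4 lower. Individual genes of this set rested on few cells. Col10a1 rose from 96.9 to 473 CPM, and 3 cells supplied 99.8% of its mutant counts and 78.5% of its control counts. Col1a1 rose from 3188 to 4341 CPM (log2 ratio 0.45), but without cells of osteoblast-like clusters its log2 ratio was -1.92. Cd200 rose from 30.4 to 85.4 CPM (log2 ratio 1.46) and Snai1 from 7.04 to 17.8 CPM (1.22), and these ratios were 1.36 and 1.20 without cells of osteoblast-like clusters. The remaining genes of the set, Ptgis, Plin2, Foxa2, Ugp2, Adk, Lxn, Enpp2, Sp7, Alpl and Ihh, had log2 ratios between 0.25 and 0.95. Without cells of osteoblast-like clusters, the ratio of Ptgis went from 0.95 to 0.24, that of Sp7 from 0.82 to 0.40, that of Alpl from 0.44 to 0.068 and that of Mef2c from -0.06 to -0.59. The summed CPM of the set rose from 3870.1 to 5642 (log2 ratio 0.54) in Sox9+Col2a1+ cells but fell from 3339 to 1389 (-1.26) in chondrocyte-like clusters.

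**Figure D2:**
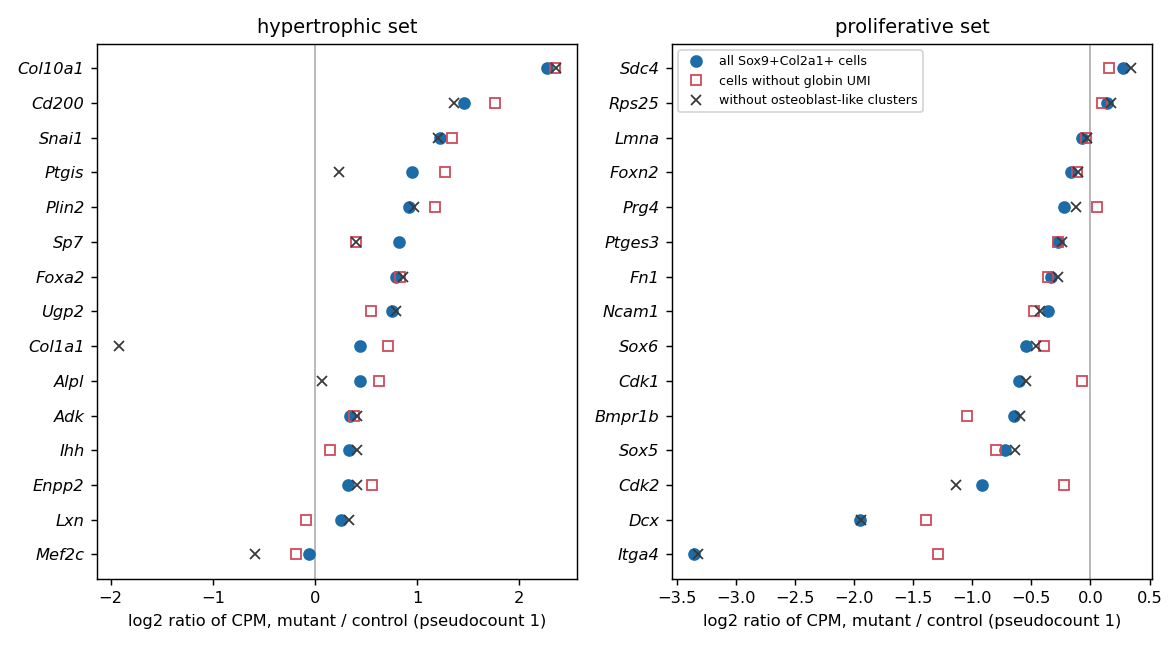
Each row is a gene of the hypertrophic (left) or proliferative (right) set, and the horizontal axis is the log2 ratio of CPM, mutant over control, with a pseudocount of 1 CPM. Filled circles are all Sox9+Col2a1+ cells, open squares those without a globin UMI, and crosses those outside osteoblast-like clusters; Col1a1 moved from 0.45 to -1.92 and Itga4 from -3.36 to -1.29 between selections.

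For the proliferative gene set, also 15 genes, the median log2 ratio was -0.36, at percentile 7.25 of matched random lists and inside their central 95% range of -0.45 to 0.27. Of its genes, 13 were lower and 2, Sdc4 and Rps25, were higher in the mutant library. Sox5 fell from 291 to 176 CPM (log2 ratio -0.72), and Sox6 from 134 to 91.7 CPM (-0.54). The lowest ratio was that of Itga4, at 18.7 and 0.923 CPM (-3.36), and in cells without a globin UMI it was -1.29. Fn1 was at 2559.9 and 2030.1 CPM and Prg4 at 3000.4 and 2566 CPM. Cdk1, Dcx, Cdk2 and Bmpr1b were below 10 CPM in both libraries. The mean of the 15 ratios was -0.65, at percentile 0.14, so the mean but not the median lay outside the range of its random lists. The median itself lay outside that range after thinning (-0.49, percentile 2.235) and with cells weighted equally (-0.47, percentile 2.42). It lay inside in cells without a globin UMI (-0.27, percentile 15.64) and in chondrocyte-like clusters (-0.30, percentile 14.86). Of 18 alternatives with random lists, 14 put the set inside their central 95% and 4 below it.

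Cell cycle genes were compared as the summed CPM of an S-phase list of 43 genes and a G2/M list of 54 genes. The sum was 3147 CPM in the control and 1703 CPM in the mutant library, a log2 ratio of -0.89. The ratio was -0.70 for the S-phase list and -0.97 for the G2/M list. The median over genes was -1.09 for the S-phase and -1.59 for the G2/M list, each at percentile 0. In cells without a globin UMI the sums were 2166 and 1674 CPM, a log2 ratio of -0.37. By list, the S-phase sums there were 600 and 573 CPM (-0.065) and the G2/M sums 1566 and 1100 CPM (-0.51). The medians in those cells were -0.46 (percentile 0.36, 31 of 43 genes lower) and -1.22 (percentile 0, 48 of 54 genes lower).

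For 16 cartilage matrix genes without Col2a1, the median log2 ratio was -0.32, at percentile 3.31 of matched random lists and inside their central 95%. In cells without a globin UMI it was -0.56, at percentile 0.07. With Col2a1 and Acan as the selecting genes it was -0.11, at percentile 30.82. Acan is itself a gene of this list, and was above 0 in 91.6% of control and 76.1% of mutant Sox9+Col2a1+ cells. That selection thus acts on the list and does not show whether the fall is weaker. Acan (chromosome 7, from 79053483 to 79115099, GRCm38) fell from 4190.3 to 1689.6 CPM, a log2 ratio of -1.31.

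For 20 genes listed as targets of STAT3, the median log2 ratio was 0.23, at percentile 99.1 of matched random lists, with 12 genes higher and 8 lower. It was -0.0073 when at least 2 UMIs of each selecting gene were required. It lay inside the central 95% of random lists in chondrocyte-like clusters (0.063, percentile 92.57) and in cells without a globin UMI (0.17, percentile 96.84). Among receptors and feedback genes of the pathway, Osmr fell from 86.4 to 21.0 CPM (log2 ratio -1.99) and Il6st from 125 to 68.7 CPM (-0.85). Lifr (58.0 and 57.8 CPM) and Socs3 (69.9 and 68.8 CPM) had log2 ratios of -0.01 and -0.02. Without cells of osteoblast-like clusters these were -0.62 and -0.11, and 3 cells supplied 19.7% of the mutant counts of Lifr.

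Among the 1443 genes that met the size rule, the highest log2 ratios were those of Bglap2 (3.66), Bglap (3.32), Bglap3 (3.23), Il11 (3.14) and Penk (2.74). The Bglap genes are neighbouring copies on chromosome 3, so the split of counts between them is uncertain. Their summed CPM was 370 in the control and 3814 in the mutant library. Without cells of osteoblast-like clusters, 1 of which has these genes as its leading genes, it was 75.8 and 55.4. Few cells carried these counts. For Bglap, 3 cells supplied 83.6% of control and 58.9% of mutant counts. For Bglap2 these shares were 73.5% and 56.6%, and for Bglap3 69.6% and 48.9%. Il11 (chromosome 7, from 4772373 to 4782859, GRCm38) rose from 31.7 to 288 CPM, with 3 cells supplying 11.4% of the mutant counts. The lowest log2 ratios were those of Hbb-bs (-7.42), Mki67 (-3.95), Igf1 (-2.85), Hist1h2ap (-2.02) and Igsf10 (-1.71). In cells without a globin UMI, Mki67 was at 51.2 and 10.7 CPM (-2.16) and Hist1h2ap at 266 and 195 CPM (-0.45), while Igf1 was at 491 and 65.9 CPM (-2.88).

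Lastly, Sox9+Col2a1+ cells were grouped into 6 k-means clusters, to ask whether their composition differed by genotype. The shares of the clusters differed by 9.41% in total variation distance, where 0 is the same composition. Finite samples of cells give a distance above 0 even from the same composition. No such reference value is given, so the distance alone does not show a difference in composition. The 2 largest clusters held 52.4% (49.3% to 55.6%) and 35.1% (32.2% to 38.2%) of control cells, and 50.4% (45.0% to 55.9%) and 32.2% (27.3% to 37.5%) of mutant cells. The smaller clusters make up most of the distance, but their sizes are not compared, because their leading genes include genes that differ between the libraries. Leiden clustering at resolution 0.5 gave a distance of 51.8%.

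**Figure D3:**
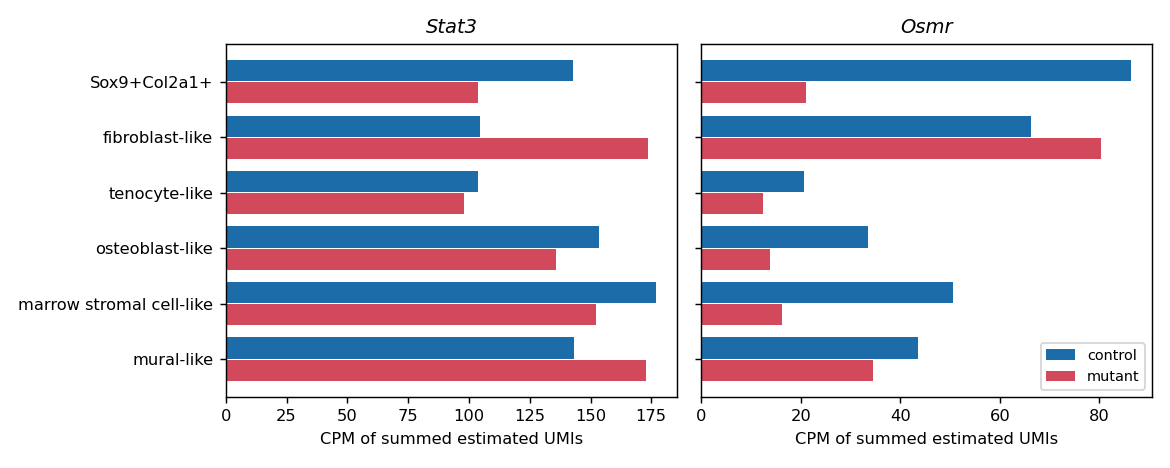
Bars give the CPM of summed estimated UMIs of Stat3 (left) and Osmr (right) in Sox9+Col2a1+ cells and in 5 other classes of cells, in the control and the mutant library, with 1 library per genotype and no error bars. Stat3 was at 143 and 104 CPM in Sox9+Col2a1+ cells and at 105 and 174 CPM in fibroblast-like cells.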

Values the study reported

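The study reported 4908 cells for the control library and 1399 cells for the mutant library after quality filtering and ambient RNA removal. It selected 501 control and 332 mutant cells on Sox9 and Col2a1, and its k-means clustering of them gave 6 clusters, 4 of which were uneven between genotypes.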

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

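The tests of dissociation stress in fibroblast-like cells and of mitochondrial shares by class were chosen after the results were seen, as was reading Osmr in classes beyond fibroblast-like cells. Stat3 and Osmr moved in opposite directions in 2 kinds of cells of the same libraries, and the difference between the kinds of cells was not tested. In Sox9+Col2a1+ cells the log2 ratio of Stat3 was -0.46, while in fibroblast-like cells, which the Acan driver should not target, it was 0.72 (105 and 174 CPM). A decrease shared by the whole mutant library would lower Stat3 in both kinds of cells, and the fibroblast-like value of 0.72 argues against it as the whole cause. Of 5 other classes, 0 had a Stat3 ratio as low as 50% of that in Sox9+Col2a1+ cells. The values in tenocyte-like, osteoblast-like, marrow stromal cell-like and mural-like cells were -0.08, -0.18, -0.21 and 0.27. Marrow stromal cell-like cells came closest to that limit. The count was not repeated with median-of-ratios scaling, under which Stat3 in Sox9+Col2a1+ cells was at -0.27. Deletion of Stat3 in chondrocytes stays open as a biological explanation, which 1 library per genotype cannot separate from differences between the pools of mice.

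For Osmr the log2 ratio was -1.99 in Sox9+Col2a1+ cells and 0.27 in fibroblast-like cells. The other classes do not follow the fibroblast-like cells. Osmr was lower in 4 of the 5 classes, at -0.69 in tenocyte-like, -1.22 in osteoblast-like, -1.58 in marrow stromal cell-like and -0.33 in mural-like cells. The fall in chondrocytes and a fall shared by most cells of the mutant library cannot be told apart for Osmr, because the classes disagree.

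STAT3 target genes, which the comparisons of chondrocytes did not examine in other cells, were higher in mutant than in control fibroblast-like cells, with a median log2 ratio of 1.04 at percentile 100. Erythroid RNA in globin-positive control cells is not the cause, since the median was 1.26 in fibroblast-like cells without a globin UMI. A dissociation stress list of 19 genes, of which 0 are in the STAT3 target list, also rose in fibroblast-like cells (median log2 ratio 0.65, percentile 99.94). The STAT3 target list lay above the central 95% of random lists in 3 of the 4 other classes. Handling stress or another difference shared by much of the mutant library may thus account for the rise, and a response of neighbouring cells to the mutant cartilage was not tested.

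The mutant library held more cells above 5% mitochondrial, 36.7% against 14.2% in the control, in cells the study's stated limit would remove. Low-complexity cells do not account for it, since among cells with at least 500 genes the shares were 28.2% and 11.8%, a difference of 16.4 percentage points. By class, the shares were 5.89% and 16.8% in chondrocyte-like, 11.5% and 31.3% in tenocyte-like, 21.08% and 43.9% in osteoblast-like, 8.0% and 42.0% in marrow stromal cell-like and 24.1% and 52.2% in mural-like cells. Of the 5 classes other than chondrocyte-like, 4 had a mutant interval above the control interval. Fibroblast-like cells had no excess, at 9.19% and 8.82%. Damage shared by the mutant library, damage to some kinds of cells and a biological difference between genotypes cannot be told apart, because the classes disagree and 1 library stands for each genotype.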

How the results depend on the processing

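Alternatives that use the deposited mark, leave out osteoblast-like clusters, keep the Prg4-led cluster or change the denominator of shares were chosen after seeing the data. The others were planned. Of 133 values recomputed, 82 stayed close to the main value, 47 moved and 4 changed sign. The count of sign changes leaves out the chondrocyte-like difference, whose main interval includes 0 and which had the opposite sign under 4 further alternatives. Without replicates, a log2 ratio counted as moved at a change of 0.1, a tolerance set after seeing the data, a share when it left the 95% interval of the main difference, and the cluster distance at 7.75 points. An enrichment score, on another scale, counted as moved when it lay on another side of its random lists' central 95% than the median did. Except where stated, the cause was not tested. No paired analysis was possible because each group has 1 library.

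Stat3 in Sox9+Col2a1+ cells was lower in the mutant library under all 15 alternatives, from -0.66 with at least 2 UMIs of each selecting gene to -0.27 with median-of-ratios scaling. In chondrocyte-like clusters it was -0.57. The hypertrophic set was higher under all 19. It was 0.60 with cells weighted equally, 0.94 with median-of-ratios scaling, 0.44 with a pseudocount of 10 CPM, 0.57 with at least 2 UMIs, 0.53 with Col2a1 and Acan, 0.40 in chondrocyte-like clusters, 0.63 within the methods' limits, 0.54 after thinning, 0.54 for summed CPM, 0.62 in marked cells, 0.56 in marked cells of at most 5% mitochondrial and 0.41 without osteoblast-like clusters. The enrichment score on the signal-to-noise ratio was 0.72, at percentile 99.56.

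The proliferative set was lower under all 19, at -0.47 with cells weighted equally, -0.17 with median-of-ratios scaling, -0.49 after thinning, -0.25 without genes under 10 CPM, -0.65 as a mean and -0.14 as summed CPM. Its enrichment score was -0.63, at percentile 0.52, below the central 95% of random lists, where the median was inside. Cell cycle genes were lower under all 15, at -0.70 with median-of-ratios scaling, -0.75 with at least 2 UMIs, -1.07 with Col2a1 and Acan, -0.65 in chondrocyte-like clusters, -0.68 without doublets, -0.37 in marked cells and -0.37 in marked cells of at most 5% mitochondrial. Matrix genes were lower under all 19, at -0.13 with median-of-ratios scaling, -0.11 with Col2a1 and Acan, -0.56 in marked cells and -0.63 in marked cells of at most 5% mitochondrial. Their enrichment score was -0.87, at percentile 0, where the median was inside the central 95%.

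STAT3 target genes were 0.41 with median-of-ratios scaling, 0.063 in chondrocyte-like clusters and 0.37 after thinning, and changed sign to -0.0073 with at least 2 UMIs. Their enrichment score was 0.48, at percentile 66.19, inside the range of its random lists. Of 18 alternatives with random lists, the hypertrophic set lay above their central 95% in 18 and the STAT3 target genes in 13, while the proliferative set lay below it in 4 and the matrix genes in 6.

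The difference in Sox9+Col2a1+ share was 8.96 points within the methods' limits, 7.72 with at least 500 genes and 14.6 for marked cells. The interval included 0 after thinning (1.93 points) and with at least 2 UMIs (2.22 points). The difference changed sign to -1.28 points with Col2a1 and Acan, with an interval that includes 0, to -1.99 outside erythroid-like clusters, with an interval that includes 0, and to -15.0 among cells without a globin UMI, the last 2 through the denominator. The chondrocyte-like difference, -0.34 points with an interval that includes 0, was 0.78 at Leiden resolution 0.5, 0.024 without doublets and 2.80 within the methods' limits, each with an interval that includes 0. It was 3.63 with at least 500 genes (0.699 to 6.65) and -6.81 outside erythroid-like clusters (-9.40 to -4.13), intervals that exclude 0 in opposite directions. The cluster distance was 51.8% with Leiden clustering, 18.6% without scaling and 18.3% in marked cells.

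Depth limits single genes. Foxa2, Dcx and Bmpr1b were below 5 CPM in both libraries, and the shares of cells above 0 in Sox9+Col2a1+ cells were measured at median depths of 4975 and 8521 UMIs.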

Other observations

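The tests of globin, marked cells, high-mitochondrial cells, the share of selected cells, the summed hypertrophic set, dissociation stress and library preparation were chosen after the results were seen, as was reading classes beyond fibroblast-like cells for the hypertrophic set, cell cycle genes and Il11, and the levels of the Bglap genes for free osteoblast RNA. Cells with both Sox9 and Col2a1 above 0 numbered 1013 in the control library here. That is higher than the number of selected control cells quoted from the study above. Cells within the stated mitochondrial and total count limits numbered 848 in the mutant library. That is lower than the number of mutant cells quoted from the study above. For the selected cells, an added selection on globin genes is a candidate explanation, since all 512 unmarked control cells with both genes had a globin value above 0 and no marked cell had one.

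Erythroid-like cells made up 24.0% of the control and 0.448% of the mutant library, although red cells were sorted against. Whether sorting, preparation or genotype made this difference cannot be told apart with 1 library per genotype. It bears on other values. Stat3 was higher over all mutant cells (log2 ratio 0.79), and outside erythroid-like clusters the ratio was 0.37. This is consistent with erythroid-like cells in the control as part of the cause, since their clusters held 7.22 CPM of Stat3. Whether the rest of the cell mix accounts for what is left was not tested. The cells outside these clusters include an unnamed cluster of 578 control cells with globin values, and classes with more Stat3, such as osteoblast-like and marrow stromal cell-like cells, make up more of the mutant library. The Sox9+Col2a1+ share was 4.34 points higher in the mutant library, while outside erythroid-like clusters the difference was -1.99 points, with an interval that includes 0. The unnamed cluster of 578 control cells stayed in that denominator and lowers the control share.

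Part of the lower cell cycle level in mutant Sox9+Col2a1+ cells may come from erythroid RNA, as doublets or residual ambient RNA, in control cells. Control cells with a globin value held 4429.8 CPM of cell cycle genes and 403 CPM of Mki67, against 2166 and 51.2 CPM in those without, and 28461 and 3703 CPM in control erythroid-like cells. Without globin-positive cells the log2 ratio of the sums went from -0.89 to -0.37. Erythroid RNA in globin-positive cells is not the whole cause of the lower medians. Without globin-positive cells the median was still -1.22 for the G2/M list (percentile 0) and -0.46 for the S-phase list (percentile 0.36). The ratio of sums was -0.51 for the G2/M list but -0.065 for the S-phase list. For the S-phase sum, erythroid RNA is thus not ruled out as the whole cause. Control cells without a globin value still held 1.99 CPM of the erythroid list, against 0 CPM in such mutant cells. A globin value of 0 after ambient removal thus does not exclude erythroid RNA, and its part in the remaining falls of both lists was not measured. Whether the rest is a fall in chondrocytes or one shared by the library cannot be told apart, because the other classes without globin-positive cells disagree. The ratio was -0.39 in fibroblast-like cells, but only 1 of 5 classes was at least 50% as low, and 2 were higher in the mutant library (0.07 in marrow stromal cell-like and 0.42 in mural-like cells). Removing globin-positive cells could also remove dividing chondrocytes if those carried more ambient RNA, which was not tested.

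The median of the hypertrophic set kept its direction in each test. It was 0.54 after thinning, 0.62 in cells without a globin UMI, 0.63 within the mitochondrial limit and 0.41 without osteoblast-like cells, each above the central 95% of its random lists, so none of depth, globin, mitochondrial content or osteoblast-like cells is the whole cause. The log2 ratio of the summed set, 0.54, became -0.83 without osteoblast-like cells, which made up 1.38% of control and 6.57% of mutant Sox9+Col2a1+ cells. Since these clusters are named in part from genes of the sum, such as Col1a1, a fall was partly fixed in advance. In chondrocyte-like clusters the summed ratio was -1.26, which argues against a summed rise in the cells of those clusters. Clustering also places cells high in Col1a1 elsewhere, so whether osteoblast-like cells are the source of the summed rise stays open. A difference shared by the library stays open. The classes disagree. The set was at 0.034 (percentile 83.73) in fibroblast-like, -0.024 (percentile 79.46) in osteoblast-like and -0.088 (percentile 56.84) in mural-like cells, all inside the central 95% of random lists. In tenocyte-like cells the set was at 0.67 (percentile 99.94) and in marrow stromal cell-like cells at 0.53 (percentile 98.92). The tenocyte-like class pools 3 clusters whose mix differed by library. Of these, 1 held 235 control and 21 mutant cells, and another 113 and 58. Whether this mix accounts for the tenocyte-like value was not tested. The hypertrophic chondrocyte-like cluster itself held 3.02% of control and 1.34% of mutant cells.

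The summed log2 ratio of the Bglap genes went from 3.36 to -0.44 without cells of osteoblast-like clusters. Since 1 of those clusters is led by these genes, leaving it out removes the cells high in them, so osteoblast-like cells and Bglap expression in chondrocytes cannot be told apart by this value. Free osteoblast RNA would give cells of other types a like level and is argued against as the source of the summed mutant level. In fibroblast-like cells the log2 ratio was 1.75, but the mutant level was only 43.2 CPM, against 3814 CPM in Sox9+Col2a1+ cells. In Sox9+Col2a1+ cells outside osteoblast-like clusters the levels were 75.8 CPM in the control and 55.4 CPM in the mutant library. For the low mutant level of those cells, free RNA stays open.

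The rise of Il11 may not be confined to Sox9+Col2a1+ cells: the log2 ratio was 2.21 in fibroblast-like cells, and 3 of the 5 other classes had a ratio at least 50% of that in Sox9+Col2a1+ cells. Those classes held at most 51.3 CPM in the mutant library, so free RNA from chondrocytes was not separated from expression. The dissociation stress list was at 0.0062 (percentile 65.48) in Sox9+Col2a1+ cells, with 10 genes higher and 9 lower. Since its genes go both ways, this median decides nothing, and dissociation stress and other sources of the rise cannot be told apart.

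Other lists in Sox9+Col2a1+ cells had median log2 ratios of -0.02 (pathway, percentile 86.21), 0.94 (osteoblast, percentile 100), -6.46 (erythroid, percentile 0) and 0.25 (neutrophil, percentile 84.33, with 5 of 8 genes above 0). The osteoblast list shares 3 genes with the hypertrophic set. Cre is placed at Acan in the mutant, and its effect on the level of Acan itself was not tested.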
